A study of Mus musculus with 50 samples. Its data were reported in "AP‐1 is a regulatory transcription factor of inflammaging in the murine kidney and liver" (2023).

How the data were processed

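RNA-seq (38 libraries) and ATAC-seq (12 libraries) of 50 samples in 14 groups were re-analysed from the processed files. The groups were young and old kidney and liver in both assays, and kidney, liver and fibroblasts with DMSO or 3C in RNA-seq. Groups and replicate numbers were taken from the sample labels, and every sample had a group.

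For RNA-seq the authors trimmed reads with Trimmomatic 0.39, aligned them to mm10 with Hisat2 2.2.1 and counted them per gene with HTSeq-count 0.12.4 without regard to strand. The deposited values are counts, whole numbers of reads per gene for 24984 genes, with tallies of reads outside genes. Reads of genes whose exons overlap on opposite strands cannot be told apart in such counts, and reads shared by close paralogs are left out or misplaced. For ATAC-seq the authors aligned reads with Bowtie2, removed duplicates and called peaks in each library with MACS2. The deposited peak lists give the fold enrichment of each peak as a ratio over the local background, and, per the labels and columns, its −log10 p and −log10 q. For footprints in the ATAC-seq data the authors set the organism to mm10, and the alignment step names no build. No peak lay beyond the end of any of the 21 GRCm38 chromosomes, so GRCm38 positions and the GENCODE vM21 annotation were used. Of the 24984 gene names, 24534 were found in that annotation.

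The total count per RNA-seq library was 14.2 to 43.7 M (mega counts) with a mean of 20.35 M. The common biological coefficient of variation was 0.237 in the kidney age comparison, 0.292 in liver age, 0.153 in fibroblasts, 0.12 in kidney with 3C and 0.221 in liver with 3C. On simulated counts drawn from the means and sizes of the same libraries, with 200 genes changed by a fold of 4, edgeR recovered 186, 178, 191, 189 and 191 of these in the same order, with 1, 5, 8, 3 and 8 false calls. The steps for merging peaks were tested on simulated data too, where 200 regions gained and 100 lost among 2000 were recovered.

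Each of 5 RNA-seq comparisons was fitted on its own in edgeR 4.0.16 (R 4.3.3) with TMM size factors, filterByExpr with a minimum count of 10, and the quasi-likelihood F test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2 or below 0.5. Gene-level p values are two-sided, and so are the exact permutation tests, which run over every split of the libraries of a comparison. Groups of 3 cannot give an exact p below 0.1. Whether age or 3C effects differ between kidney and liver was tested as an interaction in a joint edgeR fit. Log2 CPM for list scores used a prior count of 2. In all, 16 gene lists were tested with camera (limma 3.58.1) at a correlation of 0.01, with the p values adjusted over all lists and comparisons, and again with an estimated correlation and with fry. They were the inflammation genes and the metabolism genes named in the study text, the AP-1 family, the ETS family, HNF, PPAR and RXR, immediate early genes, TNF and NF-kB response, oxidative phosphorylation, fatty acid oxidation, MHC class II, macrophage, B and plasma cell, T cell and endothelial markers, collagen and matrix, and a senescence and secretory list. The genes called with age were tested as lists in the 3C comparisons in the same way.

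ATAC-seq peaks with the same interval were taken once, and the peaks of all libraries of a tissue were merged into regions. A region was gained when a peak of every old library and of no young library overlapped it by at least 1 bp, and lost in the opposite case. A promoter region lay within 1 kb of a transcription start site. Motif cores were sought within 100 bp of the summit on both strands. Log2 fold changes of genes with gained or lost promoter regions were compared with 10000 random gene lists matched on expression.

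The genes named follow a rule fixed in advance. For each RNA-seq comparison they are the 3 higher and 3 lower called genes with the smallest p whose groups do not overlap, leaving out names that begin with Gm or end in Rik. For genes shared between tissues they are up to 5 per direction with the smallest p in the tissue where p is larger, and to these are added genes of the inflammation, metabolism, AP-1, ETS and HNF, PPAR and RXR lists. For ATAC-seq they are the 2 gained and 2 lost regions per tissue with the highest mean fold enrichment. The groups, comparisons, tests, lists, naming rule and most alternatives were fixed before the data were examined.

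The alternatives were DESeq2 1.42.0, RLE size factors, no filter, a minimum mean of 1 CPM, the adjusted p alone, a replicate block and leaving out each library in turn. For peaks they were the same number of top peaks per library, a −log10 q of at least 5 and an overlap of at least 50%. The removal of a trend over exon length and GC content from each library, the share of reads outside genes as a covariate and the use of every deposited peak interval were chosen after seeing the data. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for peaks, tables and figures. Raw reads were not used here, no read counts per ATAC-seq peak were formed, and the untreated and the DMSO or 3C libraries were not compared with each other. A further 9 marker lists served the checks in the closing part: male-biased and female-biased liver genes, liver transcripts, heat shock genes, immediate early genes outside the AP-1 family, nuclear RNA, clock genes of the Dbp phase and of the Arntl phase, and Y chromosome genes.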

Results

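Gene expression was measured by RNA-seq and chromatin accessibility by ATAC-seq, which maps the open stretches of chromatin that the Tn5 transposase can reach. RNA-seq covered the kidney and liver of young C57BL/6 mice (2.5 months) and old mice (23 to 25 months), with 4 libraries in each of the 4 groups. ATAC-seq covered the same tissues and ages with 3 libraries in each of 4 groups. The other RNA-seq libraries came from the kidney and liver of mice aged 20 to 21 months that received DMSO, a solvent, or a treatment the labels call 3C (4 libraries in each of 4 groups), and from skin fibroblasts given DMSO or 3C (3 libraries in each of 2 groups). The labels do not say what 3C is. In all, 50 samples fell into 14 groups.

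The total count per RNA-seq library ran from 14.2 to 43.7 M (mega counts). It was 14.2 to 21.9 M in young kidney, 20.3 to 43.7 M in old kidney, 20.7 to 22.8 M in young liver and 20.2 to 26.7 M in old liver. The treated series held 16.3 to 23.9 M in DMSO fibroblasts, 15.6 to 21.8 M in 3C fibroblasts, 14.5 to 20.0 M in DMSO kidney, 17.5 to 21.6 M in 3C kidney, 18 to 18.9 M in DMSO liver and 17 to 20.4 M in 3C liver. Young and old libraries carried tallies of reads that aligned to more than 1 place or not at all, and the DMSO and 3C libraries carried 0 of both, so the 2 series were handled differently before counting and were not compared with each other. Age was compared in untreated mice only, and 3C was compared with DMSO only. No 2 replicates of a group held the same library: over 54 pairs the smallest chi-square per degree of freedom was 8.12.

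The first question was which genes differ between old and young kidney. Of 14495 genes tested with edgeR, 823 were higher and 59 were lower in old kidney at an adjusted p under 0.05 and a fold change above 2 or below 0.5, so 93.3% of these genes were higher. The alternative that moved these counts most was the adjusted p alone, without the fold threshold, with 1182 genes higher and 487 lower. Without old kidney replicate 2, 337 genes were lower, 57 of which were among the 59, and 857 were higher, 787 of which were among the 823. Transcripts of liver stood in that library at a median of 2.27% of their old liver level. The genes lower in old kidney also numbered 35 without young kidney replicate 2, 115 without young kidney replicate 4 and 34 without old kidney replicate 4. In 2587 genes (17.8% of those tested) every old library lay above every young library or every one below, where chance gives 2.86%.

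The genes with the smallest p were as follows, with counts scaled to library size (CPM) as mean ± SD over 4 libraries. Jchain (chromosome 5, 88519809 to 88527891, GRCm38) went from 5.60 ± 1.92 CPM (SD, n = 4) in young to 361 ± 53.1 CPM (SD, n = 4) in old kidney, a log2 fold change of 6.01 with a standard error of 0.25 and an edgeR adjusted p of 5.75e-06. Slpi (chromosome 2, 164354070 to 164389095) rose from 1.07 ± 0.397 to 42.2 ± 5.72 CPM, a log2 fold change of 5.27. Cd74 (chromosome 18, 60803848 to 60812652) rose from 167 ± 21.3 to 730.2 ± 111.5 CPM, a log2 fold change of 2.13. Among the genes that were lower, Agxt2 (chromosome 15, 10358532 to 10410153) went from 131.2 ± 10.8 to 57.3 ± 7.80 CPM (log2 fold change −1.20), Slc5a8 (chromosome 10, 88885992 to 88929515) from 137.4 ± 15.9 to 62.7 ± 7.46 CPM (−1.13), and Pck1 (chromosome 2, 173153048 to 173159273) from 4404 ± 860.1 to 1461 ± 247.8 CPM (−1.59). For the 5 genes after Jchain the edgeR adjusted p ran from 6.33e-06 (Slpi) to 0.00104 (Pck1). All 6 stayed past both thresholds in each of the 15 alternatives tried.

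The same question was asked of the liver. Of 12537 genes tested, 212 were higher and 55 were lower in old liver, so 79.4% of these genes were higher. Single libraries moved these counts: 48 genes were higher without young liver replicate 3 and 365 without old liver replicate 1, and the lower genes numbered 28 and 79. The higher genes also numbered 59, 65 and 105 without young liver replicates 1, 2 and 4 and 124 and 76 without old liver replicates 2 and 3, and the lower genes 35 and 34 without young liver replicates 1 and 2. With DESeq2 in place of edgeR 483 genes were higher, 211 of which were among the 212, and 112 were lower, which included all 55. In 1248 genes (10% of those tested) the groups did not overlap, where chance gives 2.86%.

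Adcy1 (chromosome 11, 7063489 to 7178506) went from 1.84 ± 0.870 CPM (SD, n = 4) in young to 53.3 ± 20.1 CPM (SD, n = 4) in old liver, a log2 fold change of 4.87 with a standard error of 0.41 and an edgeR adjusted p of 0.000295. S1pr5 (chromosome 9, 21242912 to 21248443) rose from 1.69 ± 0.669 to 13.1 ± 0.905 CPM (log2 fold change 2.94). St3gal6 (chromosome 16, 58468125 to 58524243) rose from 7.41 ± 0.409 to 25.3 ± 4.98 CPM (1.77), and 26.0% of its exon length overlaps exons of Dcbld2, so part of its count is uncertain in data counted without strand. Slco1a1 (chromosome 6, 141907282 to 141946962) went from 267.4 ± 110.6 to 1.16 ± 0.203 CPM, a log2 fold change of −7.84 with an edgeR adjusted p of 5.73e-06. Adgrf1 (chromosome 17, 43270329 to 43324737) went from 10.01 ± 3.71 to 0.0904 ± 0.0860 CPM (−6.55), and Cyp2d9 (chromosome 15, 82433437 to 82456845) from 73.3 ± 11.2 to 4.95 ± 2.22 CPM (−3.87). Cyp2d9 and Slco1a1 have close paralogs, with which reads can be shared. All 6 genes stayed past both thresholds in each of the 15 alternatives.

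**Figure D1:**
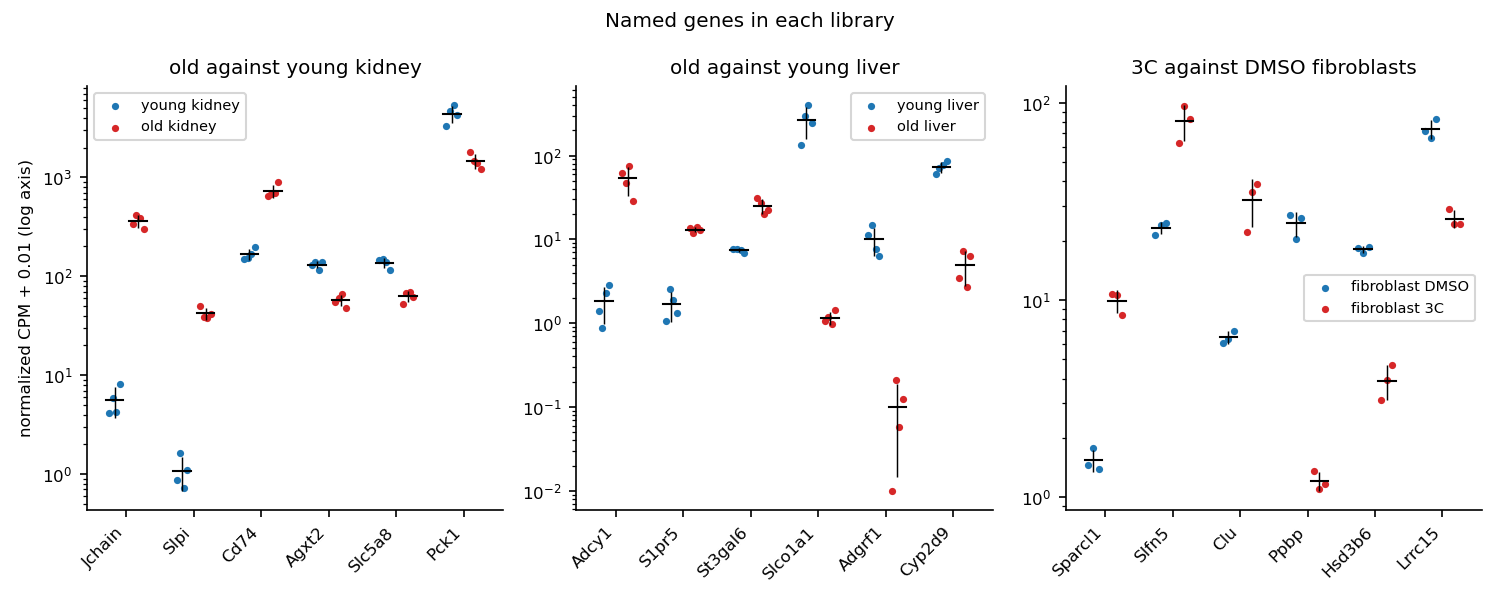
Normalized CPM plus 0.01 (vertical axis, log scale) of the genes with the smallest p in old against young kidney, old against young liver and 3C against DMSO fibroblasts (horizontal axis, genes). Each point is a library, bars are the mean ± SD, and in each gene the 2 groups do not overlap, as for Jchain in kidney (5.60 against 361 CPM) and Slco1a1 in liver (267.4 against 1.16 CPM).

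To find signatures common to the tissues, the 12108 genes tested in both were compared. Of these, 613 were higher in old kidney and 174 in old liver, and 89 were higher in both, where 8.8 would be shared by chance. Of 33 lower in kidney and 38 lower in liver, 3 were lower in both, where 0.1 would be shared. A further 3 genes went in opposite directions, 2 of them higher in kidney and lower in liver. Fitting DESeq2 gave 201 genes higher in both tissues, and a replicate block gave fewer than 89, as described further on. The numbers shared by chance treat the tissues as independent. Libraries of the same number correlated above 0.1 between kidney and liver in 4 of 4 young and 2 of 4 old pairs. Across genes the Pearson correlation of the log2 fold changes was 0.428 and the Spearman correlation 0.326. Genes are not independent replicates, and no p is given for it. With a minimum mean of 1 CPM the Pearson correlation was 0.342.

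By the rule fixed for shared genes, those named were Jchain, C130026I21Rik, Gpnmb, Itgb2 and Trem2 among the genes higher in both tissues and Smad9, Ugt2b38 and Itih5 among those lower in both. In liver Jchain had a log2 fold change of 5.16 and ranged from 10.7 to 57.1 CPM in the old libraries. C130026I21Rik (chromosome 1, 84992690 to 85270566) had 2 counts over the young kidneys and 438 over the old ones, a ratio of 143 with a 95% counting interval from 39.4 to 1190, which covers counting error and not the spread between mice. Gpnmb (chromosome 6, 49036546 to 49070929) had log2 fold changes of 4.81 in kidney and 4.49 in liver, and Itgb2 (chromosome 10, 77530252 to 77565708) had 2.42 and 1.99. Trem2 (chromosome 17, 48346401 to 48354147) had 4.64 and 2.91, with 1 of the 4 old kidneys (replicate 4) far above the other three. Its liver call was lost without young liver replicate 1 or replicate 3. The log2 fold changes of Smad9 (chromosome 3, 54755582 to 54801257) were −1.97 in kidney and −2.36 in liver. Those of Ugt2b38 (chromosome 5, 87409942 to 87424203) were −1.21 and −1.32, and those of Itih5 (chromosome 2, 10153571 to 10256529) were −1.13 and −1.98. The liver call of Itih5 was lost in 6 of 15 alternatives, 5 of which left out 1 library.

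Whether the age effect differed between the tissues was tested as an interaction over 15036 genes. It passed an adjusted p under 0.05 in 258 genes, and the liver effect was the higher one in 131 of them and the lower one in 127. Cyp2d9 had a log2 fold change of 1.53 in kidney and −3.87 in liver, a difference of −5.36 with a standard error of 0.385 and an edgeR adjusted p of 2.59e-06. Adcy1 differed by 5.08, St3gal6 by 1.80 and Adgrf1 by −7.41. Of the genes in the lists named below, Acsm2 differed by −3.41, Atf3 by −2.25, Cd74 by −1.46 and Hnf4g by 2.43. Hnf4g counts were too low for the age test within liver, so its difference is uncertain.

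**Figure D2:**
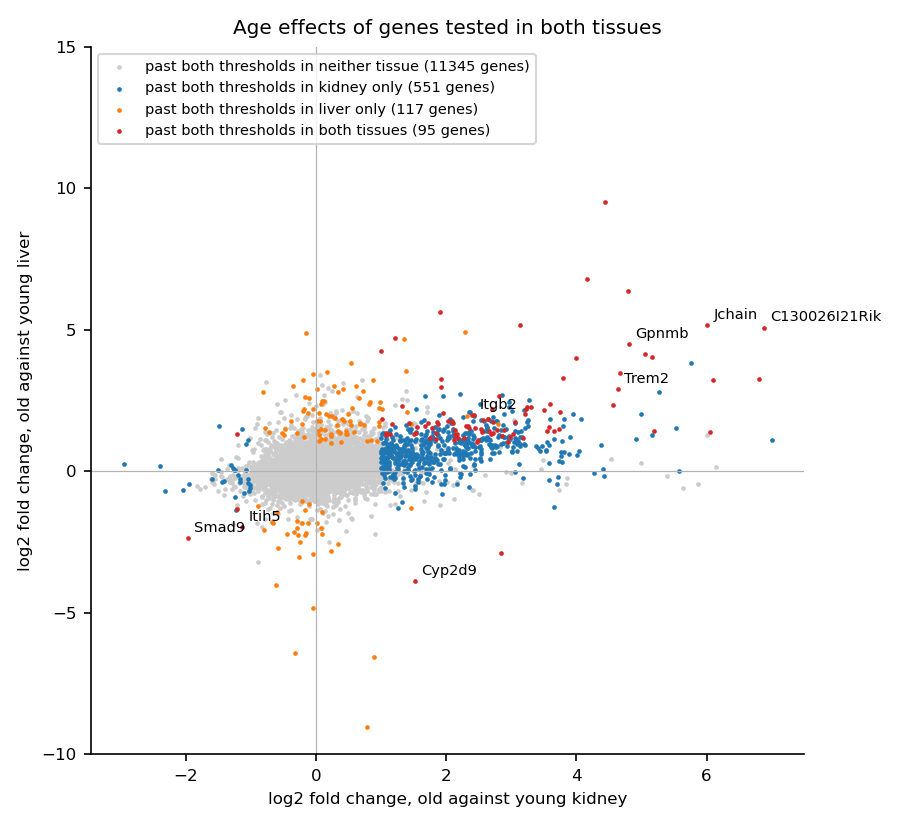
Log2 fold change of old against young kidney (horizontal axis) and of old against young liver (vertical axis) for the 12108 genes tested in both, a point per gene, colored by the tissues in which the gene passed both thresholds. Most genes past both thresholds in both tissues lie in the upper right, where 89 were higher in both, and Cyp2d9 lies at 1.53 and −3.87.

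To ask whether inflammation rose and metabolism fell with age, 16 gene lists fixed before the files were seen were tested with camera at a preset correlation of 0.01. In old kidney 11 of 16 lists passed an adjusted p under 0.05 and 9 of these were higher. In old liver 14 of 16 passed and 10 were higher. Under fry, 10 of the 11 kidney calls and 9 of the 14 liver calls held. With an estimated correlation 4 kidney calls held (the inflammation, metabolism, MHC class II and B and plasma cell lists), and 0 liver calls did. Taking the trend over exon length and GC content out of each library, an alternative chosen after seeing the data, shifted the median of all kidney genes from 0.021 to −0.111, and the kidney medians under that alternative should be read against that shift.

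The inflammation list holds 11 genes and the metabolism list 9 genes that the study text names, so calls on these samples are not independent evidence. The inflammation genes had a median log2 fold change of 2.76 in kidney (11 of 11 genes above 0) and 1.64 in liver (9 of 9). Their mean log2 CPM went from 1.54 ± 0.19 (SD, n = 4) to 4.68 ± 0.45 (SD, n = 4) in kidney. In kidney 10 genes passed both thresholds and 10 when adjusted over the list alone: Cxcl13, Fcrl5, Jchain, Spi1, Spib, Junb, Ccl5, Cd84, Ccl12 and Cd74, while Pkm did not. In liver 3 did (Cxcl13, Jchain and Junb) and 6 when adjusted over the list alone, and the liver calls of Cxcl13 and Junb were lost in 8 and 6 of 15 alternatives, each of which included leaving out young liver replicate 3. Junb lost its kidney call in 2 alternatives, the length and GC trend and leaving out old kidney replicate 4. Fcrl5 had 1 count over the young kidneys and 311 over the old ones, a ratio of 203 with a 95% counting interval from 36.2 to 8060. The metabolism genes had medians of −1.06 in kidney (0 of 6 above 0) and −0.84 in liver (2 of 9 above 0). Pck1 and Ces1e were among the genes past both thresholds in kidney. In liver Cyp2c50, Mup20 and Acsm2 passed, and the liver count was 3 when adjusted over the list alone. The call of Cyp2c50 was lost in 8 of 15 alternatives, 6 of which left out 1 library. Ces1e, Cyp2c50, Mup20, Acsm2 and, above, Ugt2b38 belong to families of close paralogs, so their counts are uncertain.

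Transcription factor lists were asked whether the factors named by the study change in expression. The AP-1 family had a median log2 fold change of 1.01 in kidney (8 of 8 genes above 0) and 0.87 in liver (6 of 8), and was called higher by camera and by fry in both. After the length and GC trend was taken out the medians were 0.67 and 0.77. Over all genes Junb, Atf3 and Batf passed both thresholds in kidney and Junb in liver, and 4 and 3 genes did when adjusted over the list alone. The call of Batf was lost in 2 alternatives, which left out young kidney replicate 2 and old kidney replicate 4. The immediate early genes, which share 5 genes with the AP-1 list, had medians of 0.59 and 0.37, called by camera in both tissues and by fry in kidney. The ETS family had medians of 0.10 in kidney, which was not called, and 0.50 in liver, which camera called and fry did not. Within it Spi1 and Spib passed both thresholds in kidney, calls that held in each of 15 alternatives, and 0 genes did in liver. The list of HNF, PPAR and RXR genes had medians of −0.18 and −0.07 and was called in neither tissue. Its member Rxrg was higher in old kidney (log2 fold change 1.38), a call lost in 4 of 15 alternatives.

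Among the other lists, the response to TNF and NF-kB had medians of 1.49 in kidney and 0.77 in liver, with 16 and 4 genes past both thresholds and 18 and 8 when adjusted over the list alone. Oxidative phosphorylation had medians of 0.10 in kidney, which was not called and turned to −0.26 once the length and GC trend was taken out, and −0.15 in liver, called by camera only. Fatty acid oxidation had medians of −0.16 and −0.39, called by camera only. MHC class II genes had medians of 2.0 and 0.66, with 10 of 10 and 9 of 9 genes above 0. Macrophage markers had medians of 2.45 and 0.88, B and plasma cell markers 4.79 and 2.92, T cell markers 2.55 and 1.16, and the senescence and secretory list 1.80 and 0.75; all 4 were called by camera and by fry in both tissues. Endothelial markers had medians of 0.16 and 0.04, the liver value turning to −0.03 once the length and GC trend was taken out, and were called in neither. Collagen and matrix genes had medians of 0.29 in kidney, which was not called, and −0.23 in liver, called by camera only.

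**Figure D3:**
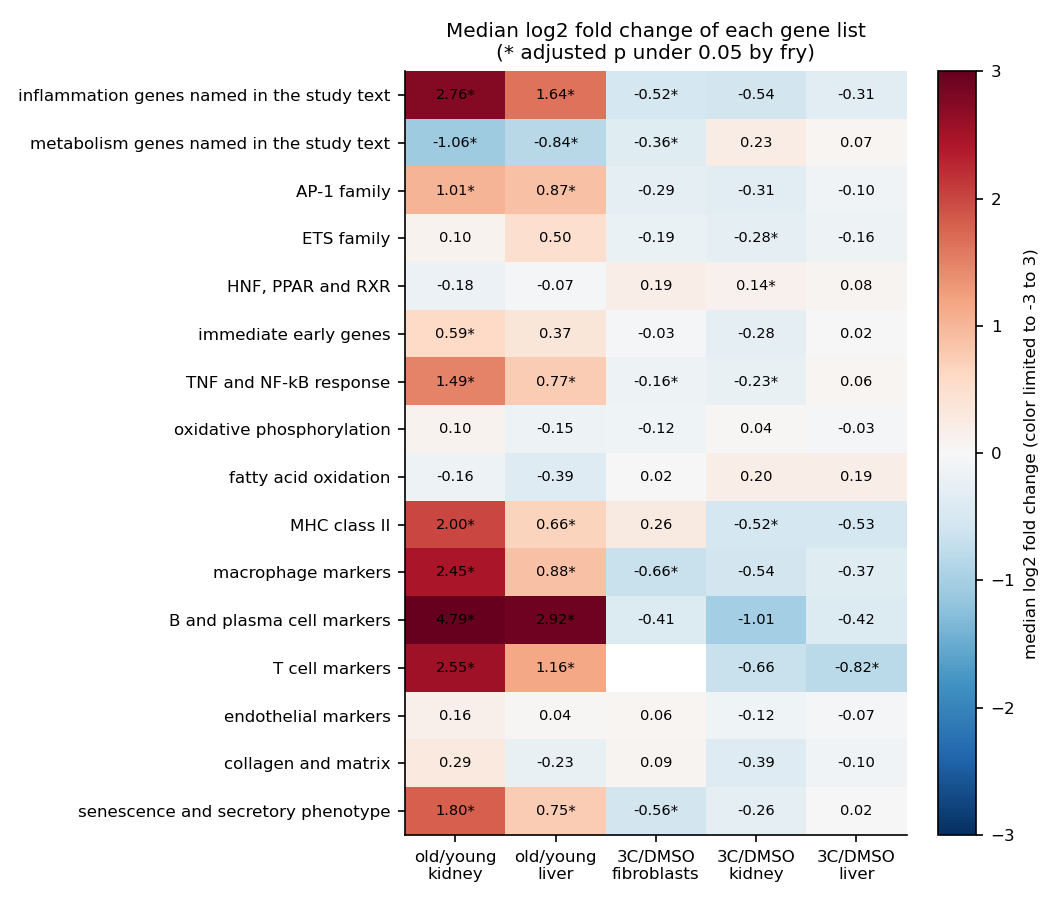
Median log2 fold change (color and printed value) of 16 gene lists (vertical axis) in the 5 comparisons of RNA-seq groups (horizontal axis), with a star where fry gave an adjusted p under 0.05 and blank where the list was not tested. The inflammation list stands at 2.76 in old kidney and 1.64 in old liver and at −0.54 and −0.31 in the 3C tissues, and the oxidative phosphorylation value of 0.10 in kidney turns negative after the length and GC trend is taken out.

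ATAC-seq asked whether chromatin opens or closes with age. The deposited peaks were called in each library by the authors, and no read counts per peak were used here, so accessibility is compared as the presence of peaks. The lists reach down to a −log10 p of 2 and, by library, a −log10 q of 0.3 to 0.41. They therefore hold many weak peaks, and the absence of a peak is not firm evidence of closed chromatin. Young kidney libraries held 122995 ± 6462 peaks (SD, n = 3) and old ones 102155 ± 8188 peaks (SD, n = 3), with an exact two-sided permutation p of 0.1, which is the smallest that 3 libraries against 3 allow. Young liver libraries held 128174 ± 3809 peaks and old ones 124292 ± 12367 peaks (SD, n = 3 each, exact permutation p 0.8). That order turned around without old liver replicate 2, where old exceeded young by 2201 peaks. Peaks with a −log10 q of at least 5 numbered 45060 ± 2836 in young and 39785 ± 2875 in old liver (SD, n = 3 each, exact two-sided permutation p 0.1, the smallest possible). The share of peaks within 1 kb of a transcription start site was 22.6% ± 0.63 in young and 24.8% ± 2.29 in old kidney (SD, n = 3 each, exact permutation p 0.2), and 20.4% ± 0.68 in young and 21.2% ± 1.99 in old liver (exact permutation p 0.7 with n = 3 each). With the same number of top peaks in every library the kidney difference went from 2.29 to 0.226 percentage points. Over all peaks, without old liver replicate 2, the liver difference was −0.325 percentage points. Among peaks with a −log10 q of at least 5 the share was 31.53% ± 2.2 in young and 36.69% ± 1.93 in old kidney, and 33.11% ± 1.58 in young and 36.79% ± 0.82 in old liver. In both tissues every old library lay above every young one (SD, n = 3 each, exact two-sided permutation p 0.1, the smallest possible).

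Peaks were merged into 255698 regions in kidney and 353652 in liver. Of these, 135500 and 220175 were covered in 1 library only. Regions covered in all 3 old and no young libraries, called gained, numbered 826 in kidney and 1922 in liver. Regions covered in all 3 young and no old libraries, called lost, numbered 3896 in kidney and 3482 in liver. With the same number of top peaks in every library the kidney counts were 1280 gained and 2514 lost, so the number lost per region gained went from 4.72 to 1.96, while among peaks with a −log10 q of at least 5 it was 8.28. Regions common to all libraries of the tissue numbered 45429 in kidney and 34822 in liver. The region lay within 1 kb of a start site in 17.8% of gained, 12.4% of lost and 37.2% of common regions in kidney, and in 14.9%, 12.03% and 40.6% in liver.

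The gained and lost regions with the highest fold enrichment over local background, as the authors' peak lists give it, were the following (GRCm38, mean ± SD over 3 libraries). In kidney a gained region lay in an intron of Xrcc4 (chromosome 13, 89888917 to 89889718, fold 5.78 ± 1.06) and another in an intron of Adam17 (chromosome 12, 21335822 to 21336307, fold 5.78 ± 1.16). The lost ones lay between genes (chromosome 5, 70371852 to 70372212, fold 8.88 ± 0.96) and in an intron of Cyp2b10 (chromosome 7, 25919463 to 25919897, fold 8.57 ± 3.59). In liver the gained ones lay in an intron of Itga8 (chromosome 2, 12206392 to 12206731, fold 6.12 ± 0.49) and between genes (chromosome 2, 63971094 to 63971464, fold 6.03 ± 0.88). The lost ones lay in an intron of Bdp1 (chromosome 13, 100025871 to 100026532, fold 9.06 ± 2.42) and between genes (chromosome 1, 40388044 to 40388401, fold 7.62 ± 3.65).

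To ask which factors bind in regions that change, 3 motif cores were counted within 100 bp of the summit. The AP-1 core was present in 17.3% of gained, 3.98% of lost and 5.52% of common kidney regions, and in 8.17%, 5.11% and 4.77% in liver. The SPI1 core, of the ETS family, was in 11.3%, 1.57% and 2.58% in kidney and in 8.64%, 1.12% and 3.75% in liver. The HNF4 core was in 0.12%, 1.54% and 1.33% in kidney and in 0.42%, 2.18% and 0.70% in liver. With the same number of top peaks in every library the AP-1 shares were 17.2% gained and 3.86% lost in kidney and 8.80% and 5.11% in liver.

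**Figure D4:**
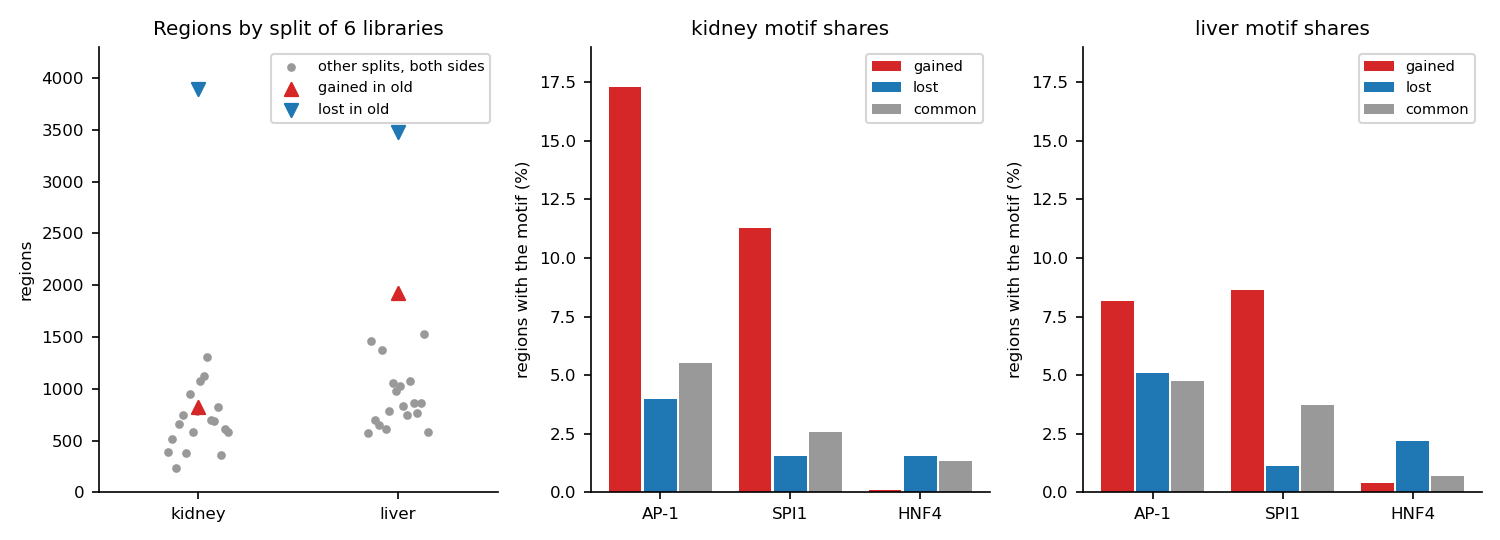
Left, number of regions present in all 3 libraries of one side and none of the other (vertical axis) for old against young (colored) and for the other ways to split the 6 libraries of a tissue (gray). Middle and right, percent of gained, lost and common regions with each motif core in kidney and liver; the AP-1 core stands at 17.3% of the 826 gained kidney regions against 3.98% of the 3896 lost ones.

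Expression was then compared between genes with a gained and with a lost region near the start site. In kidney 109 genes with a gained region had a median age log2 fold change of 0.41 and 278 with a lost one had −0.05. The difference of 0.45 had a two-sided p of 0.0001 against 10000 random gene lists matched on expression, the smallest p these can give. In liver the medians were 0.07 over 156 genes and −0.06 over 227, a difference of 0.13 with a p of 0.0046 from the same random lists. These p values compare gene lists, and genes are not independent replicates.

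Fibroblasts were compared to ask what 3C changes in culture. Of 13449 genes tested, 166 were higher and 85 were lower with 3C, and 3433 genes (25.5%) had groups that did not overlap, where chance gives 10%. The counts depended on single libraries: without DMSO replicate 3, 78 genes were higher and 40 were lower, and without 3C replicate 2, 50 were lower. Sparcl1 (chromosome 5, 104079111 to 104113733) went from 1.53 ± 0.198 CPM (SD, n = 3) to 9.90 ± 1.33 CPM (SD, n = 3), a log2 fold change of 2.68 with a standard error of 0.22 and an edgeR adjusted p of 0.000464. Slfn5 (chromosome 11, 82951349 to 82964840) rose from 23.2 ± 1.74 to 80.5 ± 16.6 CPM (log2 fold change 1.79) and Clu (chromosome 14, 65968483 to 65981547) from 6.46 ± 0.491 to 32.2 ± 8.76 CPM (2.32). Ppbp (chromosome 5, 90768518 to 90770063) went from 24.5 ± 3.51 to 1.20 ± 0.131 CPM, a log2 fold change of −4.34 with an edgeR adjusted p of 3.88e-06. Hsd3b6 (chromosome 3, 98805504 to 98814443) went from 18.1 ± 0.659 to 3.89 ± 0.788 CPM (−2.22) and Lrrc15 (chromosome 16, 30269302 to 30283256) from 73.8 ± 8.25 to 25.8 ± 2.71 CPM (−1.51). Hsd3b6 has close paralogs, so its count is uncertain. These 6 genes stayed past both thresholds in each of 13 alternatives. Atf3 of the AP-1 family was lower (log2 fold change −1.64, edgeR adjusted p 0.0231), a call lost in 5 of the 13, which included leaving out DMSO replicate 2 or 3 or 3C replicate 1 or 2.

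Of 15 lists with enough genes in fibroblasts, 4 were called, all lower with 3C: TNF and NF-kB response (median −0.16), oxidative phosphorylation (−0.12), macrophage markers (−0.66) and the senescence and secretory list (−0.56). Of these, 3 held under fry (oxidative phosphorylation did not) and 0 with an estimated correlation. In the senescence and secretory list 4 genes passed both thresholds and 5 when adjusted over the list alone. The medians of the lists not called by camera were −0.52 for the inflammation and −0.36 for the metabolism genes (both called by fry), −0.29 for the AP-1 family, −0.19 for the ETS family, 0.19 for HNF, PPAR and RXR, −0.03 for the immediate early genes, 0.02 for fatty acid oxidation, 0.26 for MHC class II, −0.41 for B and plasma cell markers, 0.06 for endothelial markers and 0.09 for collagen and matrix.

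In old kidney and liver the question was whether 3C alters expression in mice. In kidney 0 of 14974 genes passed both thresholds, the smallest edgeR adjusted p was 0.138, and 1786 genes had an unadjusted p under 0.05 where 749 would by chance, 724 of them higher and 1062 lower. In liver 0 of 13042 genes passed, the smallest adjusted p was 0.677, and 436 had an unadjusted p under 0.05 where 652 would by chance. With DESeq2, 5 genes were lower in kidney and 2 higher in liver. Leaving out 3C replicate 2 gave 3 genes lower in kidney and leaving out 3C replicate 1 gave 1. A test of whether the 3C effect differed between kidney and liver passed in 0 of 15526 genes, with 554 at an unadjusted p under 0.05 where 776 would be by chance. On simulated counts with the same libraries 189 of 200 genes changed by a fold of 4 were recovered in kidney and 191 of 200 in liver. Effects of that size were therefore within reach when 200 genes changed at once. Smaller effects and fewer changed genes were not simulated, so the simulation does not say whether those could be called.

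With camera 15 of 16 lists were called in 3C kidney, 11 of them lower, and 6 of 16 in 3C liver, 5 of them lower. Under fry 4 kidney calls held (ETS family, HNF, PPAR and RXR, TNF and NF-kB response, and MHC class II) and 1 liver call (T cell markers), and with an estimated correlation the calls that held numbered 0 in kidney and 1 in liver. The medians in kidney were −0.54 for the inflammation genes (0 of 10 above 0), −0.52 for MHC class II, −0.54 for macrophage, −1.01 for B and plasma cell and −0.66 for T cell markers, −0.39 for collagen and matrix, and 0.20 for fatty acid oxidation, with 27 of 27 genes above 0. The B and T cell scores stood far highest in DMSO replicate 3, as described further on. The AP-1 family, the list not called, had a median of −0.31. Its score was 4.85 in DMSO replicate 1, against 3.62 to 3.81 in the other DMSO kidneys and 3.53 to 3.88 with 3C. The immediate early genes stood at 5.43 in that library, against 4.07 to 4.26 and 3.92 to 4.33. The lower scores of both lists with 3C therefore rest mainly on DMSO replicate 1. In liver T cell markers had a median of −0.82, MHC class II −0.53, B and plasma cell markers −0.42, macrophage markers −0.37, the inflammation genes −0.31 and fatty acid oxidation 0.19. The other kidney medians were −0.28 for both the ETS family and the immediate early genes, −0.23 for TNF and NF-kB response, −0.26 for the senescence and secretory list, −0.12 for endothelial markers, 0.04 for oxidative phosphorylation, 0.14 for HNF, PPAR and RXR, and 0.23 for the metabolism genes. The other liver medians were 0.07 for the metabolism genes, −0.10 for the AP-1 family, −0.16 for the ETS family, 0.08 for HNF, PPAR and RXR, 0.02 for both the immediate early genes and the senescence and secretory list, 0.06 for TNF and NF-kB response, −0.03 for oxidative phosphorylation, −0.07 for endothelial markers and −0.10 for collagen and matrix. No gene of any list passed both thresholds in these tissues; adjusted over the list alone, 1 MHC class II and 2 collagen and matrix genes did in kidney and 2 T cell markers did in liver.

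Finally, the genes called with age were followed in the 3C libraries, to ask whether 3C moves them back. The kidney genes higher with age had a median log2 change of −0.41 with 3C over 803 genes, 97 of which were above 0. Their mean log2 CPM was 2.98 ± 0.17 (SD, n = 4) with DMSO and 2.60 ± 0.15 (SD, n = 4) with 3C, an exact two-sided permutation p of 0.0571 that became 0.228 after adjustment over the 4 lists. Camera gave a p of 1.55e-38 for this list, an estimated correlation 0.0166 and fry 0.0113, and the median ran from −0.50 to −0.30 when single libraries were left out. The kidney genes lower with age had a median of 0.12 over 56 genes (39 above 0, exact permutation p 0.514 with n = 4 per group), which camera called and neither fry nor an estimated correlation did, and 0.03 without 3C replicate 1. The liver genes higher with age had a median of −0.15 over 209 genes (70 above 0, exact permutation p 0.486 with n = 4 per group), called by camera alone and no longer called by it without 3C replicate 1 (median −0.088) or 3C replicate 3 (−0.091). The liver genes lower with age had a median of 0.004 over 47 genes, 24 of which were above 0 (exact permutation p 0.886 with n = 4 per group), and turned to −0.185 without 3C replicate 1, −0.029 without DMSO replicate 2 and −0.038 without DMSO replicate 3. Without 3C replicate 2 it was 0.124, which camera called.

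**Figure D5:**
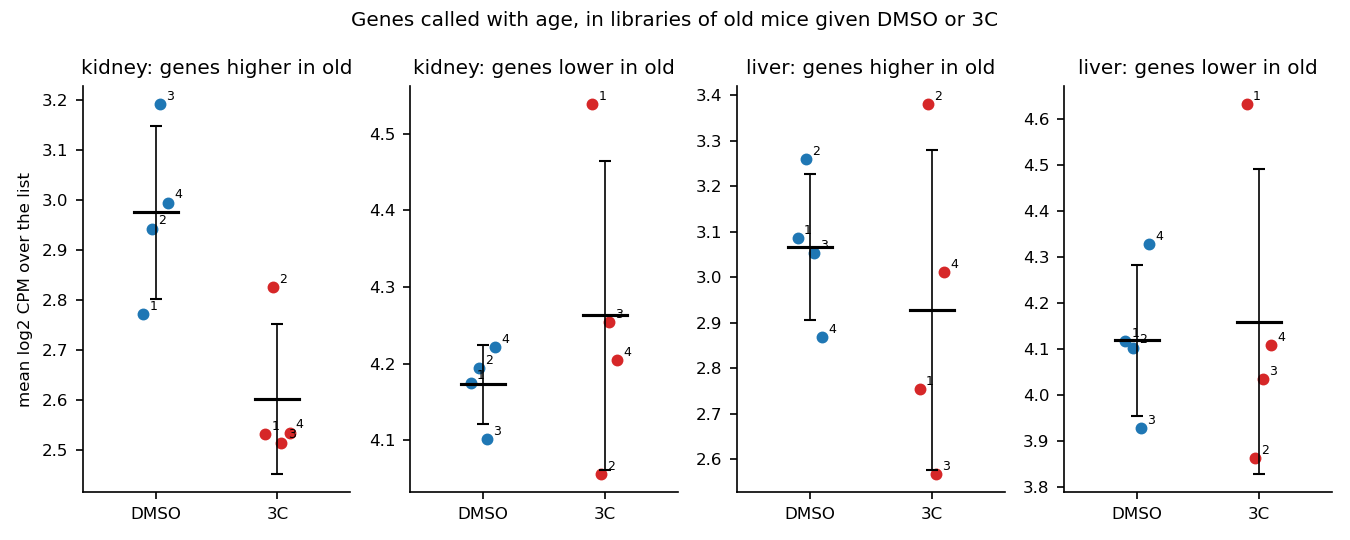
Mean log2 CPM (vertical axis) of the genes called with age in each library of old mice given DMSO or 3C (horizontal axis), for the kidney and liver genes higher and lower in old; points are libraries with their replicate number, bars the mean ± SD. The kidney genes higher in old stand at 2.98 with DMSO and 2.60 with 3C.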

Values the study reported

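In the kidney the study counted 1067 genes upregulated and 117 downregulated with age. For the liver it gave 523 upregulated and 119 downregulated genes. From a test of accessibility per peak it gave 3432 peaks that were more open and 535 that were more closed in aged kidney, and 1114 and 2112 in aged liver.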

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

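The tests of liver carry-over, of the clock genes and of immediate early genes in a DMSO kidney were chosen only after the result was seen, as were the length and GC trend and the covariate for reads outside genes.

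A single library stood far from the other three of its group in 16 of 266 groups tested, where chance gives 1 in 20, or 13.3, so their number is near what chance gives. Depth was one: old kidney replicate 4 held 43.7 M counts, against 20.3 to 24.2 M in the others. The 10 most abundant genes took 7.38% of the counts in kidney DMSO replicate 3, against 7.02 to 7.06%. Of the list scores in mean log2 CPM, the inflammation genes stood at 3.69 in kidney 3C replicate 3 (others 4.15 to 4.21), the metabolism genes at 8.33 in young kidney replicate 1 (8.53 to 8.56), oxidative phosphorylation at 7.67 in young kidney replicate 4 (7.22 to 7.28), and HNF, PPAR and RXR at 5.29 in young liver replicate 3 (5.20). The kidney genes higher with age stood at 2.83 in kidney 3C replicate 2 (2.52 to 2.54), nearer to DMSO than the other 3C kidneys. In single genes, log2 CPM was 2.19 for Itgb2 in young kidney replicate 4, 3.56 for Trem2 in old kidney replicate 4, −0.81 for Fcrl5 in young kidney replicate 3, where it rests on 1 count, and −0.85 for Spib in young kidney replicate 1. No explanation was tested for these, technical or biological.

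Clock genes were out of step in replicate 1 of both 3C tissues. The clock score (Dbp phase minus Arntl phase) was 3.57 in liver 3C replicate 1, against −2.21 to −1.98 in the other 3C livers and −2.55 to −0.92 with DMSO. In kidney 3C replicate 1 it was 3.76, against −0.4 to 0.4 and −0.83 to 1.01. Genes of the Dbp phase were 1.66 log2 units above the other 3C libraries in kidney and 2.7 in liver, and genes of the Arntl phase differed by −1.20 and −2.09, with 16 of 16 genes in each tissue in the direction that another time of day predicts. The other 3C libraries, 3 of 3 in kidney and 3 of 3 in liver, lay inside the DMSO range, which argues against an effect of 3C on the clock as the source. Sampling at another time of day may explain the pattern, and the labels give no time of sampling. The same libraries held the high fatty acid oxidation score of 8.27 in kidney 3C replicate 1 (others 7.976 to 7.997) and the low HNF, PPAR and RXR score of 4.73 in liver 3C replicate 1 (5.40 to 5.46), for which no separate test was made.

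Immediate early genes were high in kidney DMSO replicate 1, with a score of 5.43 (others 4.07 to 4.26) and an AP-1 family score of 4.85 (3.62 to 3.81). The 3C kidneys ranged from 3.92 to 4.33 and from 3.53 to 3.88. The lower scores of both lists in 3C kidney therefore rest mainly on this DMSO library. Outside the AP-1 family, 12 of 12 immediate early genes stood above the mean of the other DMSO kidneys, with a median of 0.51. Fos reached 28.4 CPM against 3.9 to 4.9. Handling of that kidney could raise these genes. In the liver of the same number the median was 0.35 with 7 of 12 genes above, and since a number is not shown to mark the same mouse, handling of the kidney and a difference of the mouse cannot be told apart.

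The age effect differed between kidney and liver in 258 genes by the interaction test. Among named genes the differences in log2 fold change, liver minus kidney, were −5.36 for Cyp2d9, 5.08 for Adcy1, 1.80 for St3gal6, −7.41 for Adgrf1, −3.41 for Acsm2, −2.25 for Atf3, −1.46 for Cd74 and 2.43 for Hnf4g. Hnf4g counts were too low for the age test within liver, so its difference is uncertain. Of the 40 regroupings of the libraries within tissues, 1 gave as many genes, the real one, though another gave 225. At an unadjusted p under 0.05, 3 other regroupings gave more genes (3909, 2546 and 2477) than the real one with 2109, so something besides age also parts the libraries here. Liver transcripts in old kidney replicate 2, described further on, bear on liver genes in the kidney. Cyp2d9 and Acsm2 have close paralogs, and reads shared with these were not tested. A biological difference between the tissues stays open, untested.

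More genes were higher than lower in old tissue. Without old kidney replicate 2 the excess in kidney was smaller, with 857 higher and 337 lower, as it was on the adjusted p alone, with 1182 higher and 487 lower. With RLE size factors the share higher was 92.1% in kidney and 78.8% in liver, but these factors and those of edgeR both assume that most genes do not change, so a bias of composition common to both cannot be told apart. After the length and GC trend was taken out the share was 83.9% and 75.4%, which argues against those trends as the whole cause. With the share of reads outside genes as a covariate, 839 and 205 genes were called, no gain over the fit without it. In both tissues 1 of the 35 splits gave as many genes past both thresholds, the real one. In kidney the split of young 1, 2 and 3 with old 2 against the rest gave 357, and 33 other splits gave 0. At an unadjusted p under 0.05, 2 of the 35 splits gave as many genes in each tissue, the other one with 5619 in kidney and 2507 in liver against 4360 and 1846 for age, so something besides age also parts the libraries; what it is was not tested. For gene lists, 13 of the 35 splits gave as many in kidney, and 1 of the 35 did in liver. Each of the 13 besides the real one put 3 libraries of 1 age with 1 of the other. Such splits keep part of the age contrast. Splits with 2 libraries of each age on both sides gave 9 lists at most in kidney, against 11 for age. The 13 therefore do not show that regrouping alone gives as many lists. A biological effect of age stays open as a hypothesis.

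Across tissues, 1 of the 100 pairs of splits gave as many genes higher in both and 1 of the 100 as many lower in both. A correlation as large in absolute value as 0.428 came from 6 of the 100. Of these 6, 3 were negative, and 1 of the 3 was the real grouping with the sides of one tissue exchanged. The other 3, the real one among them, were positive. Whether regrouping accounts for the correlation therefore stays open.

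In fibroblasts 1 of the 10 splits gave as many genes and 2 of the 10 as many lists, and 10 splits cannot go below a share of 0.1. In 3C kidney 35 of the 35 splits gave as many genes past both thresholds, since there were 0, but 1 of the 35 gave as many genes at an unadjusted p under 0.05 (1786) and 1 of the 35 as many lists, by a narrow margin (16 when adjusted within the comparison, against 15 in the next split). In 3C liver 35 of the 35 splits gave as many genes, 23 of the 35 as many at an unadjusted p under 0.05 (436) and 15 of the 35 as many lists. For the interaction of 3C with tissue 40 of the 40 regroupings gave as many genes, with 554 at an unadjusted p under 0.05.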

How the results depend on the processing

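The length and GC trend, the covariate for reads outside genes and every deposited peak interval were chosen after the result was seen.

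Over the comparisons, 307 alternatives of 32 results were run. In 226 the result was the same in direction and in side of the threshold, or within 1.5 times for a count; 68 moved, 7 were weaker, 1 was stronger and 5 were reversed. No alternative changed 10 results: genes higher in old kidney (573 to 857 when single libraries were left out), genes higher in 3C kidney, genes lower in 3C liver, the 3C interaction, the 3C change of kidney genes higher with age, the kidney peak number, and the AP-1 shares and expression of promoter genes in both tissues. The cause was not tested for the changes below unless a reason is given.

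With DESeq2 in place of edgeR the genes lower in old kidney went from 59 to 105, higher in old liver from 212 to 483, lower in old liver from 55 to 112, lower in 3C kidney from 0 to 5, higher in 3C liver from 0 to 2, higher in both tissues from 89 to 201, and age interaction genes from 258 to 740. Calling on the adjusted p alone, which drops a threshold, gave 487 genes lower in old kidney, 327 higher and 240 lower in fibroblasts with 3C, and 11 lower in both tissues. Taking out the length and GC trend gave 142 genes lower in old kidney and 85 lower in old liver. The covariate for reads outside genes, which takes a degree of freedom from 6 libraries, gave 80 higher and 28 lower in fibroblasts. With a minimum mean of 1 CPM the correlation of age effects was 0.342.

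Of the 50 gene lists called by camera, an estimated correlation called 5 and fry 29 (27 of the 50). The change of kidney genes lower with age under 3C, 0.116, was not called with an estimated correlation (p 0.132) or fry (p 0.144), and neither was that of liver genes higher with age, −0.146 (p 0.294 and 0.399). Over the list alternatives, 200 of 50 results, 131 were the same and 69 weaker. Of 764 alternatives for 52 calls of single genes, 721 were the same and 43 weaker, 33 of these without 1 library, and 43 calls never changed.

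A replicate block, which treats equal numbers as paired, gave 91 genes higher in old liver, 21 higher in both tissues and 138 age interaction genes. Within a tissue the numbers do not pair the groups: in none of 5 comparisons was every correlation between libraries of the same number above 0.1 (−0.497 to 0.514 in kidney age, −0.114 to −0.069 in 3C kidney). Between kidney and liver of one group, libraries of the same number correlated above 0.1 in 4 of 4 young pairs (0.237 to 0.721) and 4 of 4 3C pairs (0.174 to 0.312), and in 2 of 4 old pairs (−0.518 to 0.592) and 2 of 4 DMSO pairs (0.055 to 0.25). For the interaction and for the genes higher in both tissues a link by number therefore stays open. For these, 138 stands beside 258 and 21 beside 89.

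Leaving out single libraries gave 34 (without old kidney replicate 4) to 337 genes lower in old kidney (without old kidney replicate 2), 48 to 365 higher (without young liver replicate 3 and old liver replicate 1) and 28 to 79 lower in old liver (the same libraries), 78 to 162 higher and 40 to 92 lower in fibroblasts (the lowest without DMSO replicate 3), and 0 to 3 lower in 3C kidney (3 without 3C replicate 2). The 3C change of kidney genes lower with age ran from 0.03 to 0.138, of liver genes higher with age from −0.317 to −0.088, and of liver genes lower with age from −0.185 to 0.149. The last was reversed without liver DMSO replicate 2 (−0.029), DMSO replicate 3 (−0.038) and 3C replicate 1 (−0.185).

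For ATAC-seq, peaks with a −log10 q of at least 5 gave differences of promoter share of 5.16 in kidney and 3.684 in liver, and 339 regions gained in kidney and 1023 in liver. With the same number of top peaks kidney had 1280 gained and 2514 lost regions. Without single libraries the promoter share difference ran from 1.093 to 3.371 in kidney and from −0.325 to 1.621 in liver, reversed without old liver replicate 2 (−0.325), and the liver peak difference from −10160.8 to 2201.2, reversed without the same library (2201.2). Regions ran from 1239 to 2901 gained and 5990 to 8432 lost in kidney and from 3025 to 7420 gained and 4770 to 7454 lost in liver, more by construction since fewer libraries must share a region.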

Other observations

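The tests of liver carry-over in a kidney, and those of the other sex and of hepatocyte share for male-biased genes, were chosen only after the result was seen, as were the length and GC trend.

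The genes lower in old kidney numbered 59. That is lower than the value quoted from the study above. The genes higher in old liver numbered 212. That is lower than the value quoted from the study above. The genes lower in old liver numbered 55. That is lower than the value quoted from the study above. The study's methods name DESeq2, in an earlier version, for gene expression, with the same thresholds as here. With DESeq2 in place of edgeR these 3 counts were 105, 483 and 112. Those are nearer to the values quoted, so much of the gap goes with the choice of tool. The regions gained in old kidney numbered 826. That is lower than the value quoted from the study above. The regions lost in old kidney numbered 3896. That is higher than the value quoted from the study above. The regions gained in old liver numbered 1922. That is higher than the value quoted from the study above. The regions lost in old liver numbered 3482. That is higher than the value quoted from the study above. In kidney the direction is opposite to that of the study, which gave more peaks opened than closed. Here fewer kidney regions were gained than lost, also with the same number of top peaks in every library. In liver both gave more closed than opened. Presence of peaks in all or no libraries is another measure than a test of reads per peak, which was not possible here.

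Liver transcripts were present in old kidney replicate 2. Alb stood at 2960.0 CPM there, against 15.7 to 44.9 CPM in the other old kidneys. Of 29 liver transcripts 29 were higher, with a median implied share of 2.27% of old liver. Over 136 genes under 1 CPM in every young kidney and in the median of the other old kidneys the profile had a correlation of 0.974 with old liver replicate 2, against 0.692 to 0.924 with the other livers, though genes are not independent replicates. RNA or tissue of liver carried into the sample is a candidate explanation. Without this library 337 genes were lower in old kidney.

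Immediate early genes outside the AP-1 family had a median age change of 0.56 in kidney (9 of 11 above 0, exact two-sided permutation p 0.0286, n = 4 per group) and 0.37 in liver (7 of 10, exact p 0.2). After the length and GC trend was taken out the kidney value was 0.08. The AP-1 median in kidney stayed above that value in the same alternative. Whether an early response to tissue handling lies behind part of the AP-1 rise in kidney thus depends on that step and stays open. In liver such a response cannot be told apart from an effect of age with this spread and n.

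Endothelial markers had a median change of 0.16 in old kidney and 0.04 in old liver, while B and plasma cell markers had 4.79 and 2.92. A lower share of the main cell type would raise both alike, which argues against it as the cause of the rise in inflammation genes. More immune cells, or more expression per cell, were not tested here and stay open in these data. By cell sorting, the paper reported a larger population of cells with a macrophage marker in old kidney and liver. That result covers macrophages and not the B and plasma cells.

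In ATAC-seq of old kidney, regions lost per region gained went from 4.72 to 1.96 with the same number of top peaks per library, so depth may account for part of the excess. Among peaks with a −log10 q of at least 5 the ratio was 8.28, and as read depth per library was not available, depth cannot be told apart from age. Of the 10 splits of the 6 kidney libraries, 6 gave as many regions on one side as were gained and 1 gave as many as were lost. The 826 gained exceeded the smaller side of every other kidney split, which was 692 at most. With the same number of top peaks the 1280 gained exceeded even the larger side of every other kidney split, 986 at most. In liver 1 of the 10 gave as many as were gained and 1 of the 10 as many as were lost. For the difference of AP-1 shares 1 of the 10 splits gave as much in kidney and 1 of the 10 in liver. With 10 splits the share cannot go below 0.1.

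Male-biased liver genes were lower in old liver, with a median log2 change of −2.58 (9 of 10 below 0, 8 called, exact two-sided permutation p 0.0286, n = 4 per group). Female-biased liver genes had a median of 0.90 (10 of 15 above 0, exact p 0.0857). The paper states that these mice were female. Counts of Y chromosome genes were 0 over the 8 liver libraries, which argues against libraries of the other sex. The fall is thus one of male-biased genes within female liver. A lower share of hepatocytes would lower other hepatocyte transcripts alike. Of 29 liver transcripts outside the list, 27 had a log2 change more than 2 standard errors above its median, and 2 (Mup3 and Cyp3a11) did not, which argues against that share as the whole cause. The list stood at −2.76 after the length and GC trend was taken out. An effect of age on sex-biased expression stays open as a hypothesis.

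Xist varied within groups. Its deviations followed the share of reads outside genes with a Pearson correlation of 0.826 in 16 age libraries (two-sided permutation p 0.0064, adjusted 0.013) and 0.700 in 16 tissue libraries with DMSO or 3C (permutation p 0.019, adjusted 0.019). Without the 2 libraries of each set whose share of reads outside genes deviated most these were 0.682 and 0.620. The share of nuclear or unspliced RNA in a library is a candidate explanation. The nuclear RNA list had age medians of −0.25 in kidney and −0.13 in liver.

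MHC class II genes were lower in 3C kidney, and the middle of the medians of macrophage, B cell and T cell markers was −0.66. Fewer immune cells could give this, but fry called none of these marker lists (adjusted p 0.0523, 0.479 and 0.226). The B and T cell scores were 3.83 and 2.73 in DMSO replicate 3. They were 1.74 to 2.50 and 1.34 to 1.74 in the other DMSO kidneys, and 1.32 to 2.58 and 0.84 to 1.70 with 3C. A fall of every immune type is therefore not shown. An effect on expression per cell stays open, untested. Heat shock genes were higher in 3C kidney and liver, with medians of 0.48 and 0.50 (8 of 8 above 0 in each, exact two-sided permutation p 0.114 and 0.143, n = 4 per group). Without replicate 1 of 3C they were 0.48 and 0.50, which argues against the clock difference of that replicate as the cause. Neither passed the exact test, so an effect of 3C is open.

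In fibroblasts the clock genes of the Dbp phase had a median change of 0.36 with 3C (11 of 11 above 0, exact two-sided permutation p 0.1, the smallest possible with n = 3 per group). The fibroblast libraries carried counts of both Xist (1130 to 1962) and Y chromosome genes (1482 to 2246), while all kidney and liver libraries carried 0 counts of the Y chromosome genes. Umod, a kidney transcript, stood at 3.90 CPM in liver 3C replicate 4 and at 0.48 CPM or less in the other DMSO and 3C livers.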
